A study of Homo sapiens with 18 samples. Its data were reported in "USB1 is a miRNA deadenylase that regulates hematopoietic development" (2023).

How the data were processed

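The deposited data were tables for each of 3 days, each with 6 libraries (3 WT and 3 USB1 mutant) and 35168 Ensembl gene identifiers. Per the submitters' processing notes, rRNA-depleted and strand-specific libraries were trimmed with Trimmomatic 0.36 and quantified with Salmon 0.13.1 against the Ensembl GRCh38 transcriptome, and the authors tested genes with DESeq2 (version not given in the sources used here). Whether the quantification used strand is not stated there, so antisense and overlapping genes are treated as uncertain. The authors deposited, for each gene and library, the abundance (TPM, scaled to a fixed sum), the expected count (Salmon's estimated count summed over a gene's transcripts, without scaling by abundance) and the average effective transcript length. Expected counts were rounded to whole numbers and used here. TPM served only for checks. The deposited lengths entered 2 alternatives and a test of the transcript form of PARN.

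Gene symbols and coordinates came from GENCODE v44 on GRCh38, which matched 35051 identifiers. The 117 unmatched identifiers held 0.238% of counts and were kept in library sizes and tests. Each listed sample had its columns, and 0 per-sample columns belonged to no listed sample. Total counts ran from 4125125 to 19368927 per library, and the 20 most abundant genes took 6.38 to 16.9% of them.

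For each day the genotypes were compared with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM scaling, glmQLFit and glmQLFTest on the 6 libraries of that day and genotype as the only term. A gene was called at a Benjamini-Hochberg adjusted p under 0.1, the threshold of the study, and the calls over 2-fold were counted separately. CPM values use TMM-scaled library sizes. A fit over all 18 libraries, with 6 group means, gave the genotype-by-day interactions and the changes between days in WT. Common biological variation per day was 0.1301, 0.170 and 0.223 as a coefficient at D0, D16 and D30. The sources used here do not state that replicates came from separate cultures, so p-values measure the spread between these samples. A gene at 0 in all 3 libraries of a group was given a lower bound on its fold against a floor of 3 counts over the group, which covers counting error only.

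Before the data were examined, 23 gene lists with 470 members were fixed, of which 466 members matched: pluripotency, endoderm, mesoderm, neuroectoderm, hematopoietic transcription factors, neutrophil, monocyte and macrophage, mast cell with basophil and eosinophil, erythroid, megakaryocyte and platelet, endothelium, mesenchymal stroma, lymphoid, miRNA processing and RNA tailing, snRNP core and U6-associated, p53 targets, apoptosis regulators, proliferation, CDK inhibitors, interferon-stimulated, imprinted, immediate early and ribosomal proteins. The designs of the tests, the rule for named genes and the first set of alternatives were fixed at the same time. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry (limma 3.58.1), adjusted over the lists of a day, and their members were also counted with p adjusted over the list alone. Members also held by another list numbered 3 in the p53 list, 2 each in the pluripotency, miRNA processing, apoptosis and CDK inhibitor lists and 1 each in the mesoderm, transcription factor, neutrophil, endothelium and imprinted lists. The study names 4 transcription factors (CEBPA, CEBPE, RUNX1, RUNX2) as lower in mutant progenitors, without saying that they were chosen from these libraries, and 1 of them, CEBPE, is also in the neutrophil list.

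Genes were named by rule: USB1 in each comparison, the 8 highest and 8 lowest fold changes per day among genes called by over 2-fold with a mean of at least 5 CPM over the 6 libraries, a symbol and no overlap between the genotypes, up to 4 called members with the smallest adjusted p per list described (or up to 2 with the smallest p where none was called), the genes CEBPA, CEBPE, RUNX1, RUNX2, POU5F1, NANOG, CD34 and GATA2, and up to 4 genes per direction for each interaction. Sex-linked marker genes were left out, and some genes that met the rule are not reported here. Globins, defensins, tryptases and other near-identical copies were treated as uncertain. Counts are called unstable for 168 genes whose lowest replicate in any group of any day was under 0.1 of the highest with at least 50 counts in the highest.

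Alternatives were RLE scaling, scaling without the globins and the 20 most abundant genes, no count filter, a filter of at least 5 CPM in 3 libraries, DESeq2 1.42.0, limma-voom, the genotype contrast from the fit over 18 libraries, an adjusted p under 0.05, an estimated correlation for lists, each library left out in turn (each replicate number of all groups in the fit over 18 libraries), and the replicate number as a block. Added after seeing the data were edgeR with the deposited lengths as offsets, DESeq2 with these lengths, all of 1q left out, and both D0 replicates 1 left out. Whether replicate numbers pair the samples was checked from the correlation across genes of the deviations of WT and mutant libraries from their group means. Libraries of the same number correlated at 0.25, 0.15 and 0.19 at D0, 0.12, 0.20 and 0.32 at D16 and 0.15, −0.04 and 0.26 at D30, so the numbers were taken to pair samples at D0 and D16, where each value was over 0.1, and not at D30. Calls under the block are therefore given for D0 and D16 alone. The labels do not state a pairing.

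The steps were first tested on simulated counts with the means and library sizes of the real samples and 200 changed genes. At true changes of 1.5, 2 and 4-fold the D0 comparison recovered 40.3, 82.1 and 100% (14724 genes, 10.8% of calls false), the D16 comparison 19.4, 82.1 and 100% (14524 genes, 8.84% of calls false) and the D30 comparison 5.97, 49.3 and 90.8% (14291 genes, 11.9% of calls false). The D0 to D16 interaction recovered 8.96, 34.3 and 86.4% (16378 genes, 8.51% of calls false) and the WT change from D0 to D16 recovered 14.9, 61.2 and 90.9% (16324 genes, 8.26% of calls false). Tables were handled with the R package data.table (1.17.8), pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9. Splicing, microRNAs and U6 RNA ends were not analysed here.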

Results

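Gene expression was measured by RNA sequencing in the human embryonic stem cell (hESC) line H1, as wild type (WT) or with a frameshift deletion in USB1 (USB1 mutant). USB1 encodes a 3′ to 5′ RNA exonuclease that trims the ends of U6 snRNA and, in the study, of microRNAs. Libraries came from day 0 (D0, undifferentiated hESCs), day 16 (D16) and day 30 (D30) of a hematopoietic differentiation, with 3 libraries per genotype and day and 18 in all. The study describes the D16 cells as CD34+/CD45+ progenitors and the D30 cells as mature blood cells. Levels are given as mean ± SD in CPM (counts scaled by library size, n = 3 per genotype). In parentheses stand the log2 fold change of mutant over WT ± its standard error and padj, the Benjamini-Hochberg adjusted p of edgeR's quasi-likelihood test over all genes tested, or for a list of camera over all lists. The threshold was 0.1. A setting in which a call was lost, or was gained ("under 0.1"), follows with its adjusted p, where "without WT 2" means that WT replicate 2 was left out and "with lengths" that transcript lengths were offsets. A gene on the long arm of chromosome 1, most of whose genes were lower in the mutant libraries, is marked "on 1q". Counts of tested list members follow a second time, with p adjusted over the list alone, where these differ. In all called genes named for a day, the 3 mutant values lay on one side of the 3 WT values, except ZFP36 at D16 and HDC at D30.

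USB1 mRNA was present in mutant libraries on every day. The gene (ENSG00000103005, chromosome 16, 57999546 to 58021618, GRCh38) overlaps ZNF319 on the opposite strand. WT and mutant levels were 86.3 ± 7.001 and 93.1 ± 1.78 CPM (0.11 ± 0.09, padj = 0.623) at D0. They were 54.9 ± 5.41 and 51.4 ± 5.45 CPM (−0.09 ± 0.14, padj = 0.668) at D16 and 64.4 ± 4.35 and 54.7 ± 12.7 CPM (−0.24 ± 0.19, padj = 0.432) at D30, with no call on any day. A frameshift need not alter mRNA amounts, so these levels do not check the genotype labels.

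The D0 comparison asked how mutant and WT hESCs differed before differentiation. Genes that direct endoderm formation were lower in mutant hESCs, and targets of p53 were higher as a list, with 5 of 22 called. Pluripotency genes were not called. CXCR4 fell from 28.4 ± 5.44 to 7.52 ± 0.409 CPM (−1.91 ± 0.16, padj = 0.00102), a chemokine receptor of definitive endoderm. GATA6 fell from 34.5 ± 1.23 to 9.89 ± 2.71 CPM (−1.80 ± 0.18, padj = 0.00245), a zinc-finger factor that specifies primitive endoderm. The organizer transcription factor GSC fell from 7.05 ± 2.01 to 1.67 ± 0.502 CPM (−2.04 ± 0.30, padj = 0.0142), and the GATA6 relative GATA4 fell from 19.3 ± 1.11 to 4.85 ± 3.02 CPM (−2.01 ± 0.32, padj = 0.0183, lost without mutant 3 at 0.104). In the endoderm list 0 of 13 members rose and 11 fell (1 and 12 over the list alone). The endoderm median was −1.80 (camera padj = 2.26e-28, 0.0489 with an estimated correlation).

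Regulators of the other germ layers showed fewer calls at D0. MIXL1 (−1.596 ± 0.24, padj = 0.0137, on 1q) was lower, and so was TBXT (−1.53 ± 0.32, padj = 0.0530, lost without WT 2, mutant 1 or mutant 3, over 18 libraries and with lengths at 0.1003 to 0.246), both expressed in the primitive streak. In the mesoderm list 0 of 7 members rose and 2 fell (1 and 3 over the list alone). The mesoderm median was −0.36 (camera padj = 0.0488, 0.359 with an estimated correlation, lost without WT 1 or mutant 1, with the replicate block and without 1q at 0.120 to 0.534). The neural genes called were OTX2 (−0.59 ± 0.10, padj = 0.0247, lost without WT 2 or mutant 3, over 18 libraries and with lengths at 0.102 to 0.199) and SOX21 (−1.10 ± 0.20, padj = 0.0328, lost without WT 2 or mutant 3 and over 18 libraries at 0.108 to 0.434). In the neuroectoderm list 0 of 4 members rose and 2 fell. The neuroectoderm median was −0.67 (camera padj = 5.90e-04, 0.346 with an estimated correlation). The pluripotency genes gave no call. WT and mutant levels were POU5F1 759.9 ± 36.4 and 870.3 ± 61.9 CPM (0.20 ± 0.09, padj = 0.353) and NANOG 275 ± 25.5 and 352 ± 5.98 CPM (0.36 ± 0.09, padj = 0.107, under 0.1 without WT 1, without a count filter, in DESeq2, with limma-voom, with the replicate block, with lengths (edgeR and DESeq2) and without both replicates 1 at 0.00108 to 0.0984). For PRDM14 they were 95.8 ± 3.06 and 118 ± 6.07 CPM (0.30 ± 0.08, padj = 0.136, under 0.1 in DESeq2, with the replicate block and without both replicates 1 at 0.0298 to 0.0907). The pluripotency list had 0 higher and 0 lower of 18 (4 and 1 over the list alone, padj = 0.126, under 0.1 without WT 1 or mutant 1 and with the replicate block at 0.0345 to 0.0375).

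Some targets of p53, the DNA damage response factor, rose at D0. GDF15 rose from 14.7 ± 2.29 to 28.8 ± 3.67 CPM (0.98 ± 0.15, padj = 0.0147), a stress-induced cytokine. CDKN1A rose from 26.7 ± 3.57 to 46.7 ± 3.88 CPM (0.81 ± 0.12, padj = 0.0147, lost with lengths at 0.139), which encodes the cell cycle inhibitor p21. FDXR rose from 16.3 ± 1.67 to 27.4 ± 2.12 CPM (0.75 ± 0.12, padj = 0.0194, lost without WT 2 at 0.119 and without mutant 3 at 0.129), a mitochondrial reductase. The proapoptotic BBC3 rose from 21.5 ± 3.44 to 33.8 ± 1.16 CPM (0.65 ± 0.13, padj = 0.0459, lost without WT 2, mutant 2 or mutant 3, over 18 libraries and with lengths at 0.137 to 0.357). In the p53 targets list 5 of 22 members rose and 0 fell (11 and 0 over the list alone). The p53 target median was 0.30 (camera padj = 8.92e-10, 0.0776 with an estimated correlation).

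Smaller shifts concerned ribosomes and snRNPs. In the ribosomal proteins list 3 of 74 members rose and 0 fell (14 and 0 over the list alone). The ribosomal protein median was 0.19 (camera padj = 1.57e-10, 0.593 with an estimated correlation). RPL28 (0.45 ± 0.10, padj = 0.0679, lost without any 1 library but WT 1, over 18 libraries and with lengths at 0.111 to 0.668) was higher. In the snRNP core and U6-associated list 1 of 29 members rose and 0 fell (2 and 0 over the list alone). The snRNP median was 0.07 (camera padj = 0.0488, 0.593 with an estimated correlation, lost without WT 2, WT 3 or mutant 1 at 0.127 to 0.230). The call was SNRPB (0.41 ± 0.08, padj = 0.0482, lost without WT 2, mutant 2 or mutant 3 and over 18 libraries at 0.160 to 0.497), which encodes a core Sm protein of spliceosomal snRNPs. In the mast cell, basophil and eosinophil list 1 of 3 members rose and 0 fell (3 and 0 over the list alone). The list median was 1.78 (camera padj = 0.00101, 0.346 with an estimated correlation). The call was CLC (1.98 ± 0.33, padj = 0.0209, lost without mutant 3 at 0.129 and over 18 libraries at 0.207), a granule protein.

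**Figure D1:**
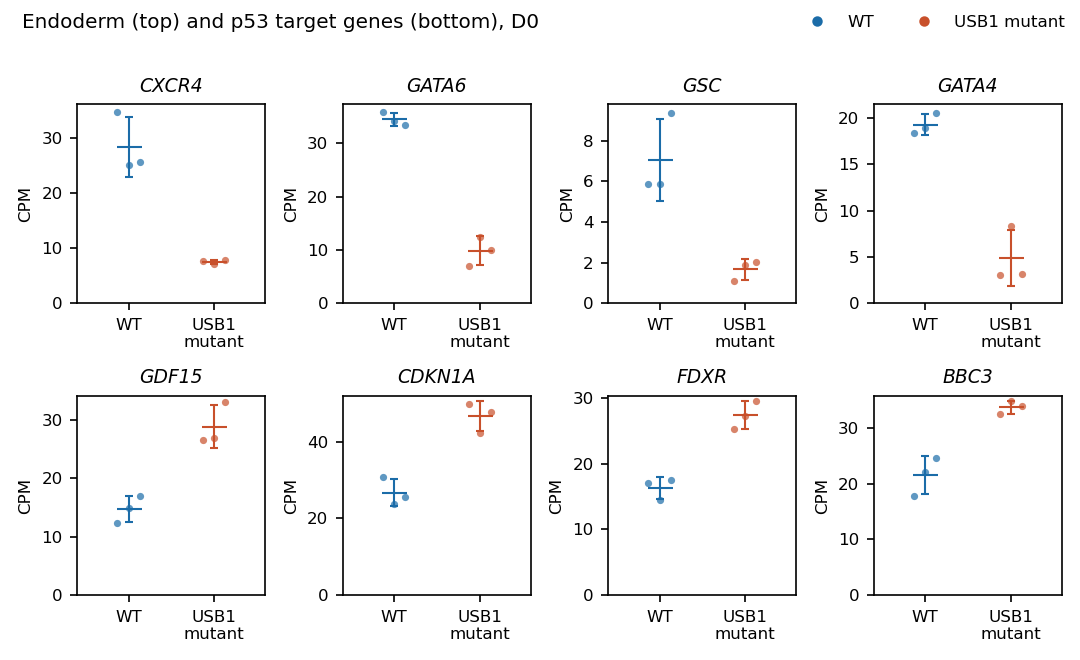
CPM of CXCR4, GATA6, GSC, GATA4, GDF15, CDKN1A, FDXR and BBC3 at D0, with a point per library, the mean as a line and the SD as the error bar (n = 3 per genotype). The endoderm genes were lower and the p53 targets higher in all 3 mutant libraries than in all 3 WT libraries.

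Among the largest rises at D0 with at least 5 CPM were clustered protocadherins, which share their last exons with neighbours and are uncertain. PCDHA6 rose from 2.17 ± 0.191 to 18.5 ± 1.44 CPM (3.10 ± 0.16, padj = 7.83e-05). PCDHA11 rose from 12.7 ± 2.02 to 34.4 ± 4.41 CPM (1.44 ± 0.15, padj = 0.00327). The near-identical POTEI (2.05 ± 0.16, padj = 6.10e-04) and POTEF (1.97 ± 0.27, padj = 0.00920), of an ankyrin-repeat family, are uncertain too. CCDC152 (2.48 ± 0.26, padj = 0.00327) and ZNF662 (2.13 ± 0.22, padj = 0.00327) were higher. TRDN (1.54 ± 0.25, padj = 0.0194, lost without WT 2 at 0.116) and ZNF229 (1.41 ± 0.13, padj = 0.00164, lost with lengths at 0.248) were higher. TRDN encodes a calcium release protein of muscle, the ZNF genes encode zinc-finger proteins, and CCDC152 is antisense to SELENOP and therefore uncertain. Among the largest falls, NANOGP8 fell from 13.4 ± 2.35 to 0.104 ± 0.180 CPM (−6.66 ± 0.50, padj = 5.78e-04), a near-identical copy of NANOG and uncertain. The lower genes also held TAF15 (−6.18 ± 0.37, padj = 1.73e-04, with unstable counts), an RNA-binding protein, and CDK7 (−3.87 ± 0.65, padj = 0.0209, with unstable counts, lost without mutant 3 at 0.104 and with limma-voom at 0.168), a kinase of transcription and the cell cycle. Of signalling genes, ERBB4 (−2.39 ± 0.31, padj = 0.00717) and ACKR3 (−2.34 ± 0.21, padj = 0.00148) were lower, a receptor tyrosine kinase and a chemokine receptor. FGF17 (−2.34 ± 0.24, padj = 0.00327) and LGR5 (−2.33 ± 0.29, padj = 0.00636, lost with lengths at 0.161) were lower, a fibroblast growth factor and a Wnt-associated receptor. CACNA1E (−2.30 ± 0.30, padj = 0.00818, on 1q), a calcium channel subunit, was lower.

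The blood regulators fixed by name gave no call at D0. Levels in WT and mutant libraries were CEBPA 5.29 ± 0.701 and 6.52 ± 0.786 CPM (0.31 ± 0.19, padj = 0.498) and RUNX1 8.60 ± 2.55 and 8.83 ± 3.33 CPM (0.05 ± 0.30, padj = 0.966). For the next genes they were RUNX2 4.32 ± 1.74 and 4.10 ± 0.307 CPM (−0.07 ± 0.31, padj = 0.948), GATA2 0.806 ± 0.388 and 1.16 ± 0.298 CPM (0.47 ± 0.42, padj = 0.656) and CD34 6.09 ± 0.826 and 5.22 ± 1.14 CPM (−0.23 ± 0.22, padj = 0.692, on 1q). CEBPE was too low to test. The hematopoietic transcription factors list had 0 higher and 0 lower of 12 (1 and 0 over the list alone, padj = 0.720) and the neutrophil list 0 and 0 of 4 (padj = 0.228). The monocyte and macrophage list had 0 higher and 0 lower of 7 (padj = 0.892) and the erythroid list 0 and 0 of 9 (2 and 0 over the list alone, padj = 0.118, under 0.1 without mutant 1 at 0.0324 and without mutant 3 at 0.0552). The megakaryocyte and platelet list had 0 higher and 0 lower of 5 (1 and 2 over the list alone, padj = 0.733) and the endothelium list 1 and 0 of 6 (2 and 2 over the list alone, padj = 0.762). The mesenchymal stroma list had 0 higher and 1 lower of 10 (1 and 2 over the list alone, padj = 0.240, under 0.1 without WT 1, mutant 1 or mutant 2 at 0.0126 to 0.0897) and the lymphoid list 0 and 0 of 3 (padj = 0.892). The miRNA processing and RNA tailing list had 0 higher and 0 lower of 24 (padj = 0.579) and the apoptosis regulators list 3 and 0 of 23 (padj = 0.296). The proliferation list had 0 higher and 0 lower of 25 (padj = 0.248) and the CDK inhibitors list 1 and 1 of 6 (padj = 0.720). The interferon-stimulated list had 0 higher and 0 lower of 10 (padj = 0.637) and the imprinted list 1 and 1 of 19 (2 and 2 over the list alone, padj = 0.892). The immediate early list had 0 higher and 0 lower of 11 (padj = 0.720). The fry test called the miRNA and interferon lists lower (adjusted p = 0.0381 and 0.0733). With the replicate block the miRNA list member TUT4 (−0.30, padj = 0.0533), a uridylyltransferase of RNA tails, was lower, as was ITGB3 (−1.14, padj = 0.0702). MCM7 (0.29, padj = 0.0336, 0.0399 in DESeq2) and CDC20 (0.26, padj = 0.0406) were higher with it. So were CEBPB (0.41, padj = 0.0439) and EPOR (0.62, padj = 0.0779). Without both replicates 1, TUT4 and AGO3 were lower (adjusted p = 0.0640 and 0.0927) and MCM7, CDC20 and EPOR higher (0.0280, 0.0859 and 0.0816).

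In total 432 of 14719 genes passed at D0, 157 higher and 275 lower. Of these 197 changed by over 2-fold (48 higher, 149 lower). The genotypes did not overlap in 21.3% of genes, where chance gives 10%. With the replicate number as a block the count was 1718 (889 higher, 829 lower). It was 116 without mutant 3, 140 without WT 2 and 280 without mutant 2. Over 2-fold, 88 genes passed without mutant 3 and 103 without WT 2.

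The D16 comparison asked how the mutation altered hematopoietic progenitors. Most granulocyte genes tested were lower in the mutant libraries. Most platelet and endothelial genes tested and some erythroid and proliferation genes were higher. BPI fell from 178 ± 36.3 to 16.4 ± 1.90 CPM (−3.44 ± 0.18, padj = 1.28e-05), an antibacterial granule protein. CEBPE fell from 101 ± 11.1 to 19.3 ± 5.78 CPM (−2.38 ± 0.20, padj = 1.20e-04), a transcription factor of granulocyte maturation. S100A8 fell from 457 ± 67.8 to 151 ± 33.4 CPM (−1.596 ± 0.18, padj = 4.25e-04, on 1q). S100A9 fell from 872 ± 140.4 to 330.3 ± 58.7 CPM (−1.40 ± 0.18, padj = 6.52e-04, on 1q), and both encode alarmins. In the neutrophil list 2 of 25 members rose and 19 fell (2 and 20 over the list alone). The neutrophil median was −1.31 (camera padj = 1.19e-12, 0.333 with an estimated correlation). The study names CEBPE as lower, so it was chosen with a fall known.

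Several genes of the mast cell, basophil and eosinophil list were lower at D16 too. EPX fell from 12015 ± 4433 to 1449 ± 227 CPM (−3.05 ± 0.27, padj = 1.49e-04), eosinophil peroxidase. PRG3 fell from 3926 ± 1273 to 351 ± 122 CPM (−3.48 ± 0.30, padj = 1.38e-04), a homologue of the major basic protein. RNASE2 fell from 657 ± 191 to 102 ± 13.3 CPM (−2.69 ± 0.21, padj = 8.74e-05), an eosinophil ribonuclease with a close paralogue. FCER1A fell from 9.17 ± 0.743 to 0.941 ± 0.103 CPM (−3.27 ± 0.26, padj = 8.74e-05, on 1q), the high-affinity IgE receptor chain. In this list 3 of 15 members rose and 9 fell. The list median was −1.12 (camera padj = 3.01e-08, 0.333 with an estimated correlation). PRG2, which encodes the major basic protein, was the most abundant gene of each WT library at D16, with 1.72 to 3.08% of counts.

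Some genes of other lineages were higher in the same mutant libraries. Among platelet genes ITGB3 rose from 227 ± 32.7 to 444 ± 45.1 CPM (0.97 ± 0.15, padj = 0.00173), an integrin chain of the fibrinogen receptor. PPBP rose from 77.3 ± 12.05 to 147 ± 10.1 CPM (0.93 ± 0.14, padj = 0.00162), a platelet chemokine. GP1BA (1.09 ± 0.17, padj = 0.00169) and GP9 (1.15 ± 0.24, padj = 0.00711) were higher. They form the receptor for von Willebrand factor. In the megakaryocyte list 9 of 11 members rose and 1 fell. The megakaryocyte median was 0.97 (camera padj = 1.99e-05, 0.333 with an estimated correlation). Among erythroid genes RHAG rose from 42.1 ± 4.44 to 123 ± 4.06 CPM (1.55 ± 0.13, padj = 8.95e-05), a red cell membrane protein. HEMGN (1.67 ± 0.25, padj = 0.00170) and GYPB (1.76 ± 0.32, padj = 0.00361) were higher. SPTB (0.81 ± 0.18, padj = 0.0115, lost over 18 libraries at 0.215) was higher. SPTB and HEMGN encode a membrane skeleton protein and a nuclear protein of erythroblasts, and GYPB has near-identical relatives and is uncertain. In the erythroid list 9 of 23 members rose and 1 fell (12 and 2 over the list alone). The erythroid median was 0.68 (camera padj = 5.22e-05, 0.428 with an estimated correlation). Genes of endothelial junctions and receptors rose as well. ESAM (1.14 ± 0.22, padj = 0.00489) and TEK (1.49 ± 0.29, padj = 0.00560) were higher. PLVAP (1.52 ± 0.30, padj = 0.00605) and CDH5 (1.18 ± 0.25, padj = 0.00918, lost over 18 libraries at 0.158) were higher. In the endothelium list 8 of 12 members rose and 1 fell. The endothelium median was 1.06 (camera padj = 5.19e-04, 0.335 with an estimated correlation).

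Hematopoietic transcription factors moved in both directions at D16. MYB fell from 343 ± 29.6 to 196 ± 8.50 CPM (−0.81 ± 0.13, padj = 0.00188), a progenitor factor. TAL1 rose from 114 ± 9.01 to 206 ± 17.5 CPM (0.85 ± 0.13, padj = 0.00150), an erythroid and megakaryocytic factor. MEIS1 rose from 46.7 ± 10.7 to 92.3 ± 5.995 CPM (0.98 ± 0.17, padj = 0.00275), a stem cell factor. Of the factors the study names, CEBPA fell from 293 ± 40.5 to 202 ± 24.2 CPM (−0.54 ± 0.15, padj = 0.0271, lost without WT 1 at 0.110 and without mutant 3 at 0.109). RUNX1 fell from 429 ± 63.8 to 278 ± 39.2 CPM (−0.62 ± 0.16, padj = 0.0196). RUNX2 fell from 21.9 ± 9.55 to 7.07 ± 2.90 CPM (−1.62 ± 0.37, padj = 0.0112), and it overlaps SUPT3H on the opposite strand. In the hematopoietic factor list 3 of 20 members rose and 10 fell (4 and 11 over the list alone). The hematopoietic factor median was −0.44 (camera padj = 0.0440, 0.368 with an estimated correlation). The study names 4 members of this list as lower, so they were chosen with a fall known. WT and mutant levels without a call were GATA2 324 ± 81.1 and 311 ± 8.26 CPM (−0.06 ± 0.17, padj = 0.834) and CD34 116 ± 45.1 and 140.2 ± 13.7 CPM (0.27 ± 0.23, padj = 0.444, on 1q, under 0.1 without WT 3 at 0.0269), the latter a gene of the gate. They were POU5F1 4.51 ± 0.968 and 4.75 ± 0.832 CPM (0.06 ± 0.26, padj = 0.898) and NANOG 2.19 ± 0.441 and 1.85 ± 0.985 CPM (−0.23 ± 0.40, padj = 0.719) for pluripotency factors.

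Proliferation and snRNP lists passed camera at D16. In the proliferation list 10 of 25 members rose and 0 fell (16 and 0 over the list alone). The proliferation median was 0.35 (camera padj = 5.19e-04, 0.558 with an estimated correlation). CCNA2 (0.50 ± 0.14, padj = 0.0311, lost without WT 1, WT 2 or mutant 1 at 0.106 to 0.128) and BIRC5 (0.47 ± 0.14, padj = 0.0354, lost without WT 1, WT 2 or mutant 3 at 0.126 to 0.145) were higher. BUB1 (0.52 ± 0.15, padj = 0.0377, lost without WT 1, WT 2 or mutant 1 at 0.107 to 0.145) and MCM2 (0.55 ± 0.17, padj = 0.0436, lost without WT 1, WT 2 or mutant 3 at 0.120 to 0.176) were higher. These act in mitosis and DNA replication. SNRPB rose from 99.9 ± 29.0 to 244 ± 16.3 CPM (1.28 ± 0.19, padj = 0.00128), the Sm protein named above. In the snRNP list 13 of 29 members rose and 0 fell. The snRNP median was 0.35 (camera padj = 7.31e-05, 0.472 with an estimated correlation). PRPF3 (0.52 ± 0.13, padj = 0.0164, on 1q) and SNRPC (0.57 ± 0.16, padj = 0.0319, lost without WT 1, WT 2 or mutant 3 at 0.101 to 0.120) were higher. PRPF31 (0.47 ± 0.14, padj = 0.0371, lost without WT 1, WT 2 or mutant 3 at 0.105 to 0.162) was higher. They encode proteins of the U4/U6 and U1 snRNPs. EGR1 (−1.05 ± 0.18, padj = 0.00265, with unstable counts, lost over 18 libraries at 0.244) and KLF2 (−1.14 ± 0.22, padj = 0.00518) were lower. EGR2 (−1.16 ± 0.26, padj = 0.0114) and ZFP36 (−0.54 ± 0.21, padj = 0.0866, lost without WT 2, WT 3, mutant 1 or mutant 2, over 18 libraries and with lengths (edgeR and DESeq2) at 0.107 to 0.274) were lower. ZFP36 speeds mRNA decay and the others are transcription factors of early responses. In the immediate early list 0 of 13 members rose and 4 fell (0 and 6 over the list alone). The immediate early median was −0.52 (camera padj = 0.00620, 0.472 with an estimated correlation).

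Of the pluripotency list 4 members were higher at D16, and POU5F1 and NANOG gave no call. LIN28A rose from 17.7 ± 2.94 to 51.3 ± 17.6 CPM (1.53 ± 0.25, padj = 0.00231), an RNA-binding protein that blocks let-7 maturation. DNMT3B rose from 59.2 ± 24.997 to 119 ± 19.96 CPM (0.999 ± 0.25, padj = 0.0170), a DNA methyltransferase. LEFTY1 (2.001 ± 0.49, padj = 0.0159, on 1q) and SALL4 (0.52 ± 0.15, padj = 0.0356, lost without WT 1, WT 2 or mutant 3, over 18 libraries and with lengths (edgeR and DESeq2) at 0.115 to 0.473) were higher. LEFTY1 inhibits Nodal signalling and SALL4 is a stem cell transcription factor. In the pluripotency list 4 of 12 members rose and 0 fell (6 and 0 over the list alone). The pluripotency median was 0.35 (camera padj = 0.0591, 0.472 with an estimated correlation, lost without WT 1 at 0.114). Of endoderm genes CXCR4 fell from 108 ± 9.71 to 34.2 ± 7.38 CPM (−1.66 ± 0.16, padj = 2.18e-04), which blood cells also express. In the endoderm list 0 of 2 members rose and 1 fell. The endoderm median was −0.83 (camera padj = 0.0206, 0.335 with an estimated correlation).

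PARN, a poly(A)-specific ribonuclease that also trims microRNAs, was lower at D16. PARN fell from 37.3 ± 4.84 to 7.41 ± 0.326 CPM (−2.33 ± 0.16, padj = 6.63e-05). Scaled over all 18 libraries it read 8.12, 7.77 and 7.46 CPM in the mutant and 32.0, 40.1 and 42.6 in WT. At D0 mutant replicate 1 was low as well, with 12.4, 40.1 and 42.9 CPM in the mutant against 37.6, 45.8 and 35.1 in WT. The list also held AGO4 (−0.70 ± 0.15, padj = 0.00867) and TARBP2 (0.57 ± 0.17, padj = 0.0368, lost without WT 1, WT 2 or mutant 3 at 0.106 to 0.151), an Argonaute protein and a DICER1 partner. The miRNA processing and RNA tailing list had 2 higher and 3 lower of 24 (padj = 0.953).

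Among the largest rises at D16 with at least 5 CPM, H3C6 rose from 15.4 ± 7.12 to 207 ± 61.4 CPM (3.72 ± 0.34, padj = 1.54e-04), a replication-dependent histone. COL2A1 rose from 3.98 ± 1.78 to 28.0 ± 10.4 CPM (2.77 ± 0.33, padj = 5.37e-04), a cartilage collagen. C1QB rose from 7.50 ± 6.16 to 39.8 ± 10.2 CPM (2.35 ± 0.46, padj = 0.00589), a complement chain of macrophages. The zinc-finger genes ZNF229 (2.23 ± 0.22, padj = 2.05e-04) and ZNF681 (2.22 ± 0.24, padj = 3.23e-04) rose, and so did ZNF506 (2.12 ± 0.23, padj = 3.05e-04). UST (2.17 ± 0.39, padj = 0.00378) and HLA-DPA1 (3.37 ± 0.83, padj = 0.0172, with unstable counts, lost in DESeq2 at 0.114) were higher, the first a sulfotransferase and the latter uncertain as an MHC gene that overlaps HLA-DPB1. Among the largest falls SLC27A3 fell from 16.6 ± 7.98 to 0 ± 0 CPM (at least 229-fold lower, padj = 1.73e-04, on 1q), and it overlaps INTS3. ALOX15 fell from 114 ± 31.6 to 9.04 ± 3.35 CPM (−3.65 ± 0.28, padj = 8.74e-05), a lipoxygenase of eosinophils. CD177 fell from 15.7 ± 6.45 to 0.617 ± 0.268 CPM (−4.62 ± 0.43, padj = 1.75e-04), a neutrophil surface protein. ARG1 fell from 53.7 ± 22.6 to 4.05 ± 1.77 CPM (−3.73 ± 0.37, padj = 2.18e-04), arginase 1, which overlaps MED23 on the opposite strand. B3GALT4 (−6.67 ± 0.37, padj = 1.28e-05, with unstable counts) and COL15A1 (−4.38 ± 0.39, padj = 1.47e-04) were lower. PPP1R1B (−3.70 ± 0.30, padj = 8.74e-05, with unstable counts) was lower. These encode a galactosyltransferase antisense to WDR46, a basement membrane collagen and a phosphatase inhibitor.

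In total 4135 of 14528 genes passed at D16, 1909 higher and 2226 lower. Of these 1326 changed by over 2-fold (589 higher, 737 lower). The genotypes did not overlap in 38.1% of genes. The count was 2450 without WT 2 and 2520 without WT 1. The mesoderm list had 0 higher and 0 lower of 3 (padj = 0.903) and the neuroectoderm list 1 and 0 of 1 (padj = 0.132). The monocyte list had 5 higher and 4 lower of 17 (6 and 4 over the list alone, padj = 0.649) and the mesenchymal stroma list 2 and 1 of 9 (padj = 0.316). The lymphoid list had 2 higher and 0 lower of 7 (padj = 0.472) and the p53 target list 5 and 2 of 22 (padj = 0.316). The apoptosis regulators list had 5 higher and 4 lower of 25 (5 and 5 over the list alone, padj = 0.769) and the CDK inhibitor list 0 and 2 of 7 (padj = 0.132, under 0.1 without 1q at 0.0962). The interferon-stimulated list had 2 higher and 0 lower of 15 (0 and 0 over the list alone, padj = 0.953) and the imprinted list 2 and 1 of 16 (padj = 0.903). The ribosomal protein list had 0 higher and 0 lower of 74 (padj = 0.132, under 0.1 without WT 2, WT 3 or mutant 3 at 0.00649 to 0.0489). Of monocyte genes C1QC (1.73 ± 0.30, padj = 0.00296) was higher and FCN1 (−1.56 ± 0.19, padj = 5.50e-04) and CD68 (−0.96 ± 0.18, padj = 0.00494) lower. With the replicate block or without WT 3, ribosomal RPLP1 was lower and RPS29 and KDR higher (padj = 0.0322 to 0.0945). DESeq2 and other settings called RPLP1 and RPS29 (0.0564 to 0.0972).

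**Figure D2:**
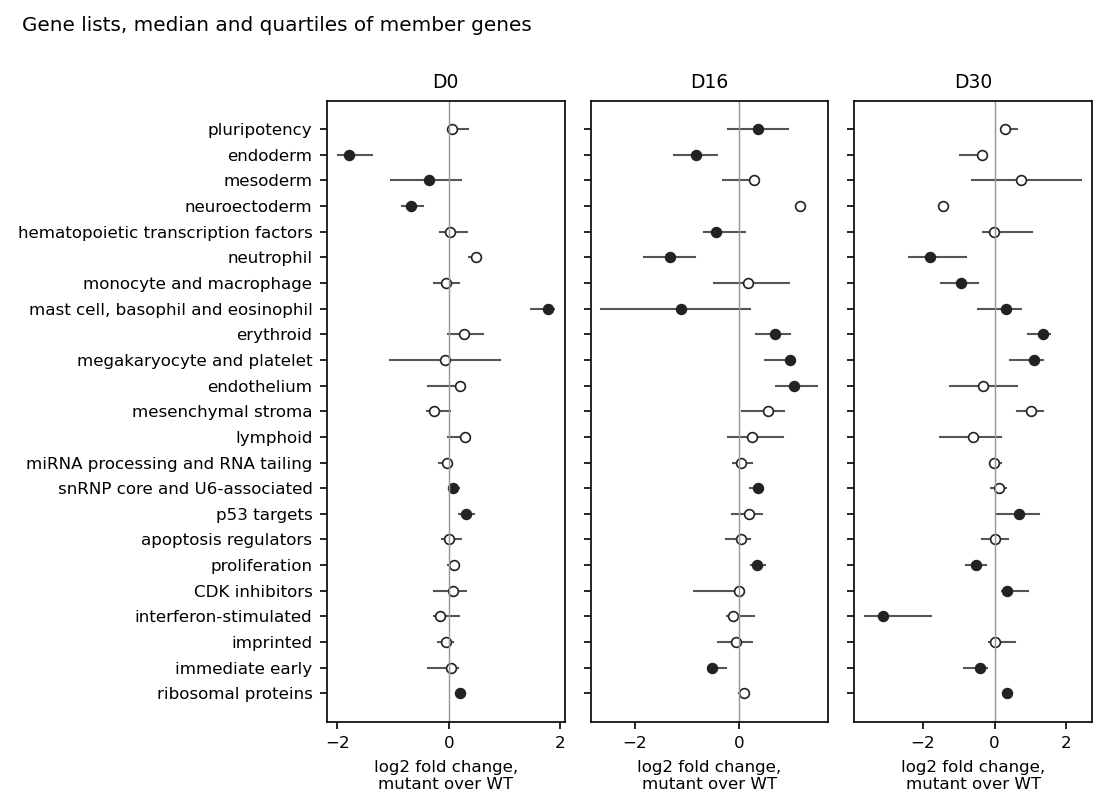
Median log2 fold change of mutant over WT for each fixed gene list at D0, D16 and D30, with bars from the lower to the upper quartile of its tested members and filled points where camera's adjusted p was under 0.1. Endoderm genes lay lowest at D0, neutrophil genes at D16 and interferon-stimulated genes at D30.

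The D30 comparison concerned mature blood cells. Interferon-stimulated genes were lower in the mutant libraries. Most erythroid genes tested were higher, and most neutrophil and macrophage genes tested were lower. MX1 fell from 177 ± 40.3 to 7.95 ± 1.53 CPM (−4.47 ± 0.24, padj = 3.66e-04), an antiviral GTPase that overlaps TMPRSS2 on the opposite strand. OAS3 fell from 199 ± 55.2 to 22.7 ± 6.67 CPM (−3.11 ± 0.28, padj = 0.00133). OAS2 fell from 25.8 ± 11.96 to 0.305 ± 0.233 CPM (−6.23 ± 0.60, padj = 0.00157), and both OAS proteins sense double-stranded RNA. IFI6 fell from 475 ± 34.5 to 51.3 ± 20.4 CPM (−3.22 ± 0.30, padj = 0.00153), an antiviral membrane protein. In the interferon-stimulated list 0 of 17 members rose and 16 fell. The interferon-stimulated median was −3.11 (camera padj = 2.99e-38, 0.1298 with an estimated correlation). Over the 17 genes of the list the mean log2 CPM was 5.92, 5.93 and 5.65 in the WT libraries. In the mutant libraries it was 2.59, 3.48 and 3.09, and at D16 it ran from 1.97 to 2.36 over both genotypes. Globin genes took 5.41 to 8.82% of counts in the mutant libraries and 1.31 to 1.73% in the WT libraries at D30.

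**Figure D3:**
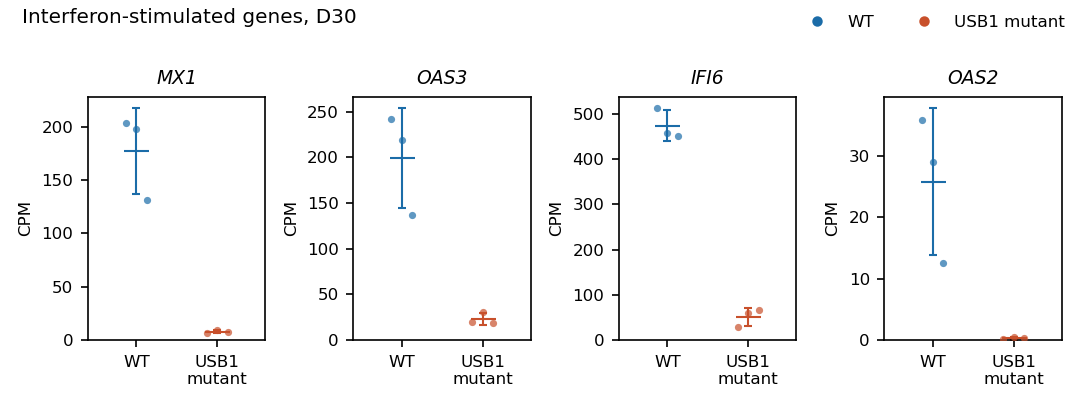
CPM of MX1, OAS3, IFI6 and OAS2 at D30, with a point per library, the mean as a line and the SD as the error bar (n = 3 per genotype). All 3 mutant libraries lay below all 3 WT libraries for each gene.

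Erythroid genes were higher at D30. HBE1 rose from 3157 ± 552 to 19824 ± 7771 CPM (2.65 ± 0.31, padj = 0.00263), the embryonic globin. HBA2 rose from 2984 ± 559 to 17420.3 ± 4599 CPM (2.55 ± 0.27, padj = 0.00196). HBA1 rose from 2971 ± 87.1 to 16446 ± 5359 CPM (2.47 ± 0.27, padj = 0.00218, with unstable counts), and the near-identical HBA copies make the split between them uncertain. XK rose from 48.6 ± 9.57 to 215 ± 76.1 CPM (2.15 ± 0.27, padj = 0.00334), a red cell membrane protein. In the erythroid list 18 of 26 members rose and 0 fell (21 and 0 over the list alone). The erythroid median was 1.35 (camera padj = 4.90e-15, 0.381 with an estimated correlation). Some hematopoietic transcription factors rose too, although their list was not called. GATA2 rose from 55.4 ± 4.27 to 229 ± 65.7 CPM (2.05 ± 0.21, padj = 0.00195), a zinc-finger factor of progenitors and mast cells. TAL1 rose from 151 ± 21.6 to 432 ± 192 CPM (1.52 ± 0.29, padj = 0.0125). LYL1 rose from 142 ± 21.4 to 402 ± 62.2 CPM (1.51 ± 0.18, padj = 0.00300), a relative of TAL1. GFI1B rose from 25.8 ± 1.77 to 79.9 ± 46.2 CPM (1.64 ± 0.35, padj = 0.0209), a repressor. In contrast, CEBPA fell from 219 ± 13.4 to 136 ± 25.2 CPM (−0.68 ± 0.16, padj = 0.0301), a myeloid factor.

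The other factors the study names had no call at D30, with WT and mutant levels of CEBPE 46.8 ± 23.4 and 29.2 ± 9.91 CPM (−0.70 ± 0.41, padj = 0.296, under 0.1 without WT 1 at 0.0774). They were RUNX1 203 ± 17.7 and 202 ± 6.36 CPM (−0.01 ± 0.13, padj = 0.968) and RUNX2 3.04 ± 1.21 and 3.05 ± 0.282 CPM (−0.04 ± 0.38, padj = 0.961). The hematopoietic factor list had 5 higher and 2 lower of 17 (5 and 3 over the list alone, padj = 0.240, under 0.1 without mutant 1 at 0.0179). NFE2 (0.9999 ± 0.22, padj = 0.0238) and ITGA2B (1.39 ± 0.41, padj = 0.0591, lost without WT 1, WT 2, mutant 2 or mutant 3 at 0.119 to 0.155) were higher. They encode a transcription factor and an integrin chain of megakaryocytes. In the megakaryocyte list 2 of 6 members rose and 0 fell (4 and 0 over the list alone). The megakaryocyte median was 1.11 (camera padj = 0.0387, 0.381 with an estimated correlation).

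Myeloid genes were lower at D30 in the libraries with the higher globin share. Among neutrophil genes MMP9 fell from 1010.2 ± 85.6 to 210.1 ± 43.4 CPM (−2.26 ± 0.19, padj = 0.00133), a gelatinase. LTF fell from 39.8 ± 22.1 to 3.32 ± 2.12 CPM (−3.59 ± 0.60, padj = 0.00811, lost in DESeq2 with lengths at 0.142), lactoferrin. MMP8 fell from 18.1 ± 5.34 to 4.62 ± 1.28 CPM (−1.99 ± 0.31, padj = 0.00647), a collagenase. OLFM4 fell from 5.31 ± 1.62 to 0 ± 0 CPM (at least 47.3-fold lower, padj = 0.00334), a protein of specific granules. In the neutrophil list 1 of 24 members rose and 14 fell (1 and 16 over the list alone). The neutrophil median was −1.79, also with 1 member at its bound (camera padj = 8.89e-10, 0.381 with an estimated correlation). Among macrophage genes SPP1 fell from 7769 ± 1394 to 2559.5 ± 1062 CPM (−1.602 ± 0.30, padj = 0.0123), osteopontin. MSR1 fell from 96.5 ± 11.6 to 10.9 ± 4.94 CPM (−3.10 ± 0.29, padj = 0.00144), a scavenger receptor. FCN1 (−1.71 ± 0.31, padj = 0.0105) and CD163 (−1.54 ± 0.33, padj = 0.0211) were lower. They encode a lectin of monocytes and a hemoglobin scavenger receptor. In the monocyte list 0 of 18 members rose and 11 fell (0 and 15 over the list alone). The monocyte median was −0.95 (camera padj = 8.89e-10, 0.365 with an estimated correlation).

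Some mast cell genes went the other way at D30, and the call of their list was lost without mutant 3. CPA3 rose from 32.1 ± 8.70 to 166 ± 109 CPM (2.37 ± 0.54, padj = 0.0250), the mast cell carboxypeptidase. TPSB2 rose from 13.6 ± 8.02 to 259.5 ± 85.0 CPM (4.29 ± 0.45, padj = 0.00196). TPSAB1 rose from 8.34 ± 7.39 to 131 ± 51.9 CPM (4.04 ± 0.60, padj = 0.00579), and near-identical copies make each tryptase uncertain. HDC rose from 95.6 ± 9.11 to 148 ± 43.5 CPM (0.63 ± 0.22, padj = 0.0976, lost without any 1 library but mutant 1, with limma-voom, with lengths and without 1q at 0.107 to 0.255), histidine decarboxylase. In this list 4 of 14 members rose and 0 fell. The list median was 0.31 (camera padj = 0.0309, 0.503 with an estimated correlation, lost without mutant 3 at 0.192).

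Targets of p53 were higher at D30, again in libraries whose globin share differed. GDF15 rose from 341 ± 73.9 to 1635 ± 439 CPM (2.26 ± 0.25, padj = 0.00218). AEN rose from 52.8 ± 11.6 to 261 ± 48.4 CPM (2.31 ± 0.21, padj = 0.00144), an exonuclease. MDM2 rose from 156 ± 13.96 to 334 ± 22.1 CPM (1.10 ± 0.14, padj = 0.00370), the ubiquitin ligase of p53. SESN2 rose from 84.0 ± 14.9 to 233 ± 45.1 CPM (1.47 ± 0.20, padj = 0.00414), a stress-induced regulator of growth. In the p53 target list 16 of 22 members rose and 0 fell (16 and 1 over the list alone). The p53 target median was 0.69 (camera padj = 2.06e-11, 0.266 with an estimated correlation). CDKN1A (0.99 ± 0.18, padj = 0.0104) and CDKN1B (0.996 ± 0.16, padj = 0.00719) were higher. CDKN2B (0.85 ± 0.20, padj = 0.0284, lost without WT 3 at 0.103) was higher. In the CDK inhibitor list 3 of 7 members rose and 0 fell (3 and 1 over the list alone). The CDK inhibitor median was 0.36 (camera padj = 0.0387, 0.381 with an estimated correlation).

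Some proliferation genes were lower and some ribosomal protein genes higher in the same D30 libraries. TOP2A fell from 141 ± 26.7 to 66.4 ± 14.6 CPM (−1.07 ± 0.21, padj = 0.0138, lost with lengths at 0.223 and in DESeq2 with lengths at 0.163), a topoisomerase of dividing cells. CENPF (−0.91 ± 0.19, padj = 0.0204, on 1q, lost with lengths at 0.164 and in DESeq2 with lengths at 0.101) and BUB1B (−0.94 ± 0.23, padj = 0.0311, lost without WT 1 or WT 2 and with lengths (edgeR and DESeq2) at 0.1001 to 0.403) were lower. RRM2 (−0.79 ± 0.19, padj = 0.0314, lost without WT 1 or WT 2 and with lengths (edgeR and DESeq2) at 0.101 to 0.187) was lower. They act at kinetochores and in nucleotide synthesis. In the proliferation list 0 of 25 members rose and 8 fell (0 and 15 over the list alone). The proliferation median was −0.52 (camera padj = 1.70e-04, 0.503 with an estimated correlation). RPL18 (0.99 ± 0.15, padj = 0.00644) and RPS14 (0.64 ± 0.16, padj = 0.0315, lost without WT 2 at 0.125 and without WT 3 at 0.118) were higher. RPS19 (0.57 ± 0.14, padj = 0.0326, lost without WT 1 at 0.127 and without WT 2 at 0.111) was higher. In the ribosomal protein list 12 of 74 members rose and 0 fell (9 and 0 over the list alone). The ribosomal protein median was 0.34 (camera padj = 4.14e-06, 0.503 with an estimated correlation). The transcription factor genes KLF2 (−1.24 ± 0.21, padj = 0.00854) and FOSB (−1.06 ± 0.23, padj = 0.0199) were lower. EGR2 (−1.03 ± 0.22, padj = 0.0211) and FOS (−0.84 ± 0.28, padj = 0.0835, lost without WT 1, WT 3, mutant 1 or mutant 3 at 0.109 to 0.273) were lower. In the immediate early list 0 of 13 members rose and 5 fell (0 and 6 over the list alone). The immediate early median was −0.42 (camera padj = 0.00314, 0.497 with an estimated correlation).

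Among the largest rises at D30 with at least 5 CPM, ADAMTS7 rose from 0.974 ± 0.516 to 33.3 ± 7.48 CPM (5.15 ± 0.35, padj = 9.39e-04), a metalloproteinase that overlaps MORF4L1 on the opposite strand. FBLN2 rose from 2.74 ± 1.35 to 62.7 ± 20.3 CPM (4.59 ± 0.39, padj = 0.00133), a matrix protein. ADCYAP1 rose from 2.74 ± 1.63 to 48.4 ± 29.5 CPM (4.13 ± 0.57, padj = 0.00462), a neuropeptide. WNT11 rose from 0.366 ± 0.135 to 11.7 ± 7.10 CPM (4.91 ± 0.56, padj = 0.00245), a Wnt ligand. HS3ST4 (4.94 ± 0.63, padj = 0.00358) and C3orf80 (4.37 ± 0.70, padj = 0.00702) were higher. FREM1 (4.26 ± 0.64, padj = 0.00614) was higher. HS3ST4 sulfates heparan chains and FREM1 is a matrix protein. Among the largest falls TXNRD2 fell from 16.03 ± 5.45 to 0.761 ± 0.702 CPM (−4.79 ± 0.55, padj = 0.00262), a mitochondrial reductase whose counts are uncertain. ENTREP3 fell from 10.1 ± 1.29 to 0 ± 0 CPM (at least 89.7-fold lower, padj = 0.00133, on 1q). MX2 (−3.61 ± 0.35, padj = 0.00158) and S100A12 (−3.62 ± 0.83, padj = 0.0261, on 1q, with unstable counts) were lower. DEFA1 (−3.87 ± 1.20, padj = 0.0678, lost without WT 2, WT 3, mutant 1 or mutant 2, in DESeq2 and in DESeq2 with lengths at 0.108 to 0.291) was lower. MX2 is an antiviral GTPase, S100A12 a neutrophil alarmin, and DEFA1 a defensin with near-identical copies and so uncertain. WT and mutant levels without a call were POU5F1 12.01 ± 1.56 and 14.1 ± 4.74 CPM (0.23 ± 0.27, padj = 0.612) and NANOG 2.92 ± 0.281 and 4.61 ± 0.893 CPM (0.63 ± 0.30, padj = 0.205, under 0.1 in DESeq2 with lengths at 0.0733). For CD34 they were 13.7 ± 0.426 and 12.5 ± 5.46 CPM (−0.10 ± 0.29, padj = 0.864, on 1q).

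In total 2933 of 14263 genes passed at D30, 1543 higher and 1390 lower. Of these 1253 changed by over 2-fold (788 higher, 465 lower). The genotypes did not overlap in 35.8% of genes. The count was 1779, 1484 and 1452 without WT 1, WT 2 and WT 3. The pluripotency list had 0 higher and 1 lower of 9 (0 and 0 over the list alone, padj = 0.603) and the endoderm list 0 and 1 of 3 (padj = 0.225). The mesoderm list had 2 higher and 1 lower of 4 (padj = 0.278) and the neuroectoderm list 0 and 1 of 1 (padj = 0.197, under 0.1 without WT 3 at 0.0139). The endothelium list had 1 higher and 2 lower of 7 (2 and 3 over the list alone, padj = 0.427) and the mesenchymal stroma list 2 and 0 of 8 (3 and 0 over the list alone, padj = 0.138, under 0.1 without WT 3, mutant 1 or mutant 2 at 0.0124 to 0.0985). The lymphoid list had 1 higher and 2 lower of 4 (padj = 0.334) and the miRNA processing and RNA tailing list 1 and 3 of 24 (0 and 0 over the list alone, padj = 0.805). The snRNP list had 4 higher and 0 lower of 29 (1 and 0 over the list alone, padj = 0.278, under 0.1 without mutant 1 at 0.0857) and the apoptosis regulators list 5 and 3 of 25 (6 and 5 over the list alone, padj = 0.387). The imprinted list had 4 higher and 0 lower of 15 (padj = 0.138).

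Of the 23 lists, camera with its preset correlation called 7 at D0, 11 at D16 and 11 at D30. With an estimated correlation the endoderm and p53 lists at D0 held, and no list held at D16 or D30. The fry test, which asks whether the genes of a list move on balance one way, called 5, 12 and 9 lists. Its mixed form, which counts changes in either direction, called 14, 20 and 21, and neither form compares a list with other genes. Camera and fry both called 3, 9 and 7. After D0, lists called by fry alone were neuroectoderm and mesenchymal stroma, up, and CDK inhibitors, down, at D16 (adjusted p = 0.0162, 0.0514 and 0.0536), and endothelium, down, and imprinted, up, at D30 (0.0819 and 0.0226).

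Genes changed in hESCs were changed the same way later more often than chance gives, by a one-sided Fisher's exact test over genes tested on both days. At D0 and D16, 45 genes were higher on both, where 16.7 were expected (exact p = 1.21e-10), and 55 genes were lower on both, where 26.6 were expected (exact p = 5.41e-08). At D0 and D30, 41 genes were higher on both, where 13.4 were expected (exact p = 2.18e-11), and 47 genes were lower on both, where 15.4 were expected (exact p = 1.57e-12). At D16 and D30, 294 genes were higher on both, where 182 were expected (exact p = 7.76e-19), and 473 genes were lower on both, where 202 were expected (exact p = 2.27e-85). Called in the opposite direction were, of those higher and lower at D0, 12 (17.8 expected) and 33 (24.998 expected) at D16 and 9 (11.7 expected) and 23 (17.7 expected) at D30. Of those higher and lower at D16, 121 (166 expected) and 174 (222 expected) were opposite at D30. For genes lower at D0 the opposite calls thus lay above the number expected (exact p = 0.0564 and 0.116 for D16 and D30). Each day had its own WT libraries. On all 3 days 22 genes were higher and 21 lower of 12494 tested on each. Of the lower genes 7 lay on 1q, where 0.958 were expected (exact p = 2.63e-05), so the shared falls were in part those of the arm. Among the shared genes, chosen after their values were seen, were the p53 targets GDF15 (0.98, 1.78 and 2.26 at D0, D16 and D30) and FDXR (0.75, 0.56 and 1.45), the heme oxygenase HMOX1 (0.57, 0.90 and 1.54) and the zinc transporter SLC30A8 (−2.27, −2.78 and −2.67).

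Whether the genotype effect differed between days was tested as the genotype-by-day interaction in a fit over all 18 libraries. An effect called on 1 day alone is therefore not read as a difference. Single genes are given with the log2 difference and the effects at D0, D16 and D30. From D16 to D30 the effect on most interferon-stimulated genes moved down (0 up and 14 down of 17, median −2.22). So did that on most proliferation genes (0 up and 18 down of 25, median −0.91). So did that on some monocyte and macrophage genes (0 up and 7 down of 18, median −1.005). The effect moved up for most p53 targets (13 up and 2 down of 22, median 0.73). The same held for most of the mast cell, basophil and eosinophil list (10 up and 0 down of 15, median 2.21). Genes that differed included MX1 (−4.34 ± 0.33, padj = 1.29e-06, from 0.41, −0.12 and −4.46) and OAS3 (−3.73 ± 0.33, padj = 9.31e-06, from −0.77, 0.62 and −3.11), and, moving up, the heme-regulated kinase EIF2AK1 (1.95 ± 0.21, padj = 3.60e-05, from 0.06, −0.25 and 1.70), which overlaps AIMP2 on the opposite strand. Between D0 and D30 the effect also moved down for most interferon genes (0 up and 10 down of 17, median −2.63). It moved up for some p53 targets (9 up and 1 down of 22, median 0.53). Between D0 and D16 the mast cell list had the most called members, with 0 up and 4 down of 15 (median −2.28). The endoderm list had 3 up and 0 down of 13 (median 1.03).

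The interaction passed for 1281 of 16829 genes between D0 and D16 (650 up, 631 down), for 1834 between D0 and D30 (1080 up, 754 down) and for 3447 between D16 and D30 (1733 up, 1714 down). Without replicates 1 and 2 in turn the counts were 394 and 90 for D0 and D16, 960 and 444 for D0 and D30, and 1912 and 1218 for D16 and D30. Without replicate 3 they were 854, 576 and 2627.

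The WT libraries followed their day labels. From D0 to D16 all pluripotency genes fell (0 higher and 18 lower of 18, median −6.71), with POU5F1 going from 704 to 4.62 CPM (−7.22 ± 0.24, padj = 2.86e-14). The hematopoietic transcription factors rose (20 higher and 0 lower of 20, median 6.20). So did neutrophil genes (26 higher and 0 lower of 27, median 9.95). So did the mast cell list (15 higher and 0 lower of 15, median 12.15). Erythroid genes (23 higher and 0 lower of 26, median 5.31) and megakaryocyte genes (11 higher and 0 lower of 11, median 7.05) rose too. EPX went from 1.19 to 12242 CPM (13.36 ± 0.86, padj = 1.31e-10). From D16 to D30 monocyte and macrophage genes (17 higher and 0 lower of 18, median 3.57), erythroid genes (21 higher and 2 lower of 26, median 4.03) and interferon-stimulated genes (17 higher and 0 lower of 17, median 3.95) rose, SPP1 from 134 to 8076 CPM (5.91 ± 0.35, padj = 2.07e-10). Proliferation genes (0 higher and 25 lower of 25, median −1.54), ribosomal protein genes (0 higher and 73 lower of 74, median −1.90) and megakaryocyte genes (0 higher and 10 lower of 11, median −5.05) fell. USB1 went from 79.9 CPM at D0 to 56.2 at D16 (−0.51 ± 0.14, padj = 0.00423) and 67.0 at D30 (−0.25 ± 0.14, padj = 0.117 against D0). In WT 12840 genes passed between D0 and D16, 11228 between D16 and D30 and 13771 between D0 and D30, of 16829.

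**Figure D4:**
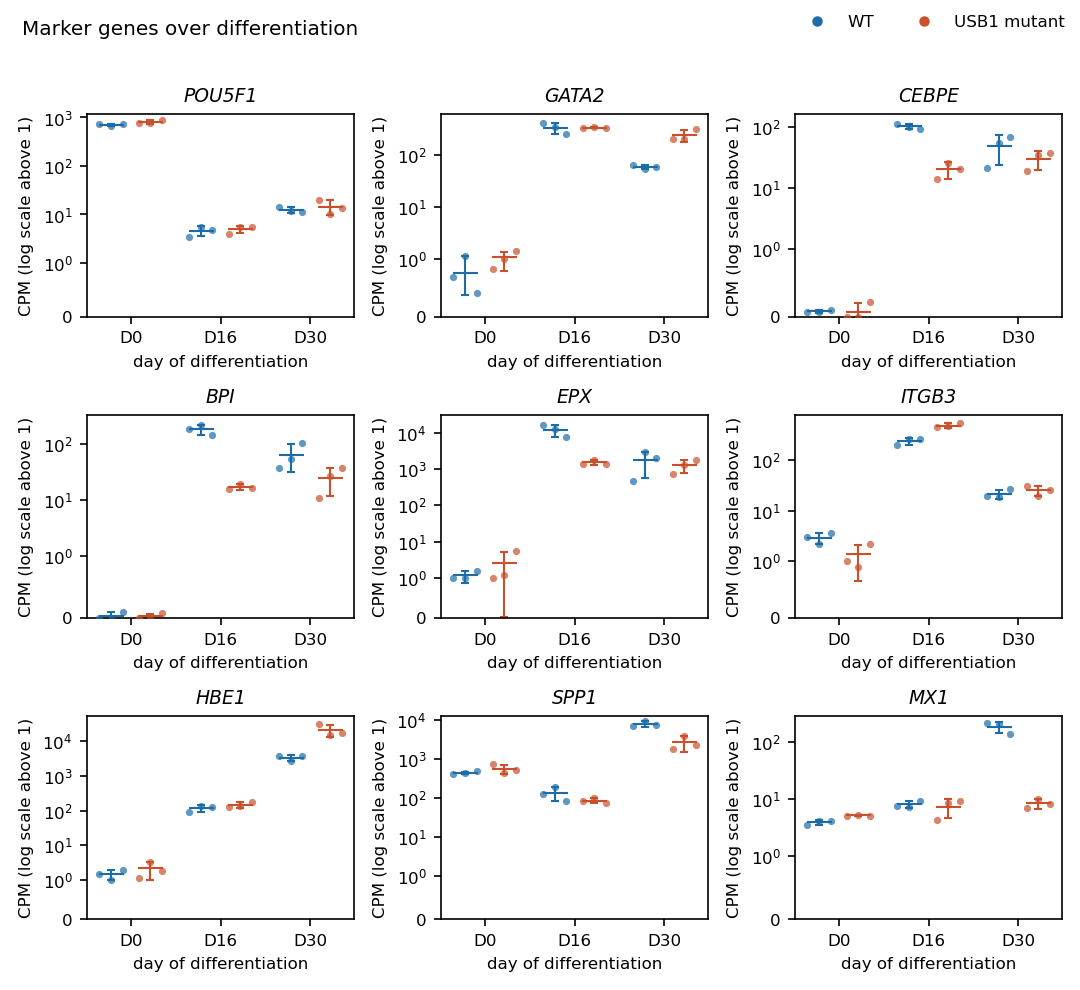
CPM over D0, D16 and D30 of POU5F1, GATA2, CEBPE, BPI, EPX, ITGB3, HBE1, SPP1 and MX1 in WT and mutant libraries, with points for libraries, lines through the means and SD as error bars (n = 3), on an axis that is linear near 0 and logarithmic above. POU5F1 fell from D0 to D16 in both genotypes, and MX1 at D30 was high in WT alone.

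Genes of the long arm of chromosome 1 (1q, from the gene start at 143354191 on) were lower as a block in the mutant libraries. The median log2 fold change of 1q genes was −0.19 at D0, −0.49 at D16 and −0.31 at D30, where the 23 other parts, the short arm and the other chromosomes, ran from −0.07 to 0.11 at D16. Of 686 tested 1q genes at D16, 352 were called lower and 26 higher. Relative to the mean of the 6 D16 libraries, the 1q median was 0.25, 0.26 and 0.23 in WT and −0.23, −0.26 and −0.24 in mutant libraries. The 1q median change was 0.51 in WT and 0.26 in mutant cells from D0 to D16, and −0.30 and −0.07 from D16 to D30.

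**Figure D5:**
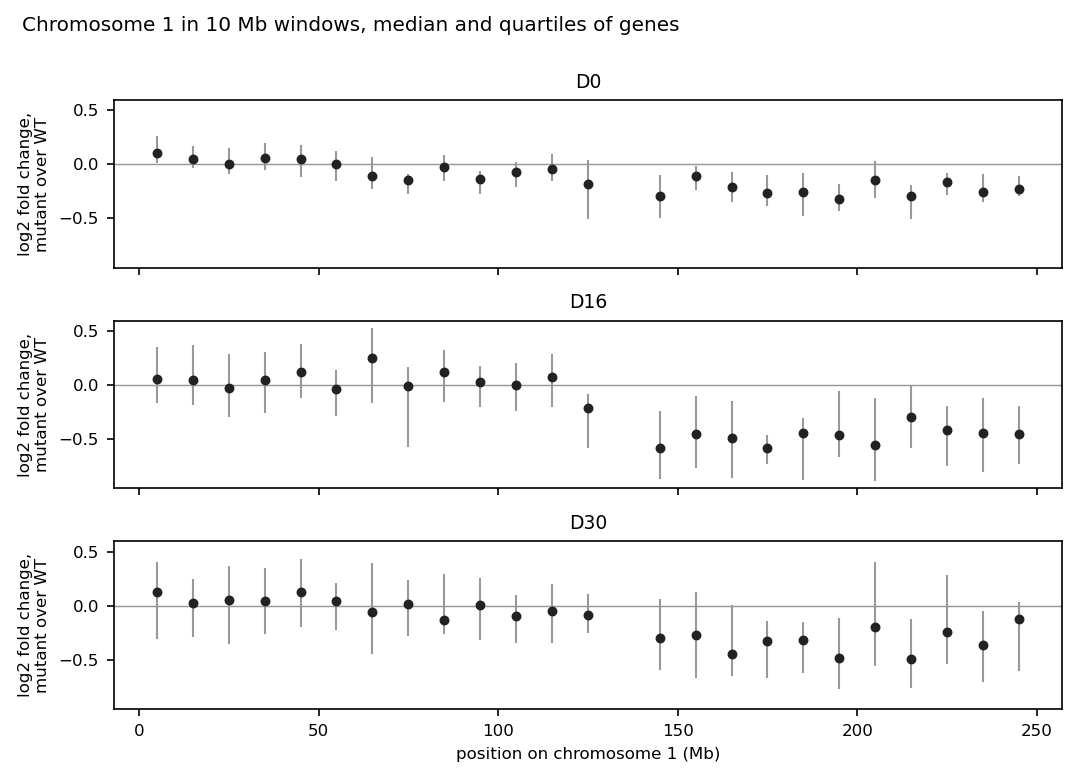
Median log2 fold change of mutant over WT along chromosome 1 in windows of 10 Mb, as a line per day, against position in Mb. Windows of the long arm lay below 0 at D16.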

Values the study reported

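The study reported that 469 of 15913 genes were affected in undifferentiated USB1 mutant hESCs at an FDR under 0.1, of which 164 were more than 2-fold lower and 61 more than 2-fold higher. In CD34+/CD45+ cells it reported 3310 of 15559 genes, 704 lower and 577 higher by more than 2-fold. In the mature blood cells it reported 2,666 of 16,310 genes, 510 lower and 883 higher by more than 2-fold. It also reported that USB1 mRNA was about 3-fold higher in mature blood cells than in undifferentiated hESCs.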

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

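Both tests of the interferon pattern weighed here and the assignments that keep pairs were chosen after the results were seen. The genotype effect differed between days by the interaction test. It did so for 1281 genes between D0 and D16, 1834 between D0 and D30 and 3447 between D16 and D30. Each gene below has the log2 difference of its effect, later day minus earlier, ± its standard error. Between D0 and D16 the effect moved up for PLXNA2 (1.99 ± 0.24, padj = 5.47e-04, on 1q), INPP5F (1.29 ± 0.16, padj = 7.65e-04), SETBP1 (2.34 ± 0.31, padj = 8.44e-04) and PKIB (2.25 ± 0.30, padj = 8.44e-04), and down for CORO2A (−1.85 ± 0.19, padj = 1.07e-04), GPX3 (−2.40 ± 0.27, padj = 3.06e-04), SLC7A8 (−1.87 ± 0.23, padj = 7.22e-04) and P4HB (−1.31 ± 0.17, padj = 7.65e-04). Between D0 and D30 it moved up for ADAMTS7 (4.93 ± 0.40, padj = 1.74e-06), FBLN2 (4.86 ± 0.41, padj = 1.95e-06), TMEM98 (2.60 ± 0.25, padj = 1.74e-05) and NUDT4 (2.20 ± 0.22, padj = 1.74e-05), and down for MX1 (−4.87 ± 0.35, padj = 6.09e-07), TXNRD2 (−5.38 ± 0.54, padj = 1.76e-05) and MX2 (−3.73 ± 0.41, padj = 5.62e-05). Between D16 and D30 it moved up for LYPD1 (4.57 ± 0.44, padj = 1.93e-05), FAM117A (2.92 ± 0.28, padj = 1.93e-05), TESPA1 (3.06 ± 0.31, padj = 2.69e-05) and EIF2AK1 (1.95 ± 0.21, padj = 3.60e-05), and down for MX1 (−4.34 ± 0.33, padj = 1.29e-06), OAS3 (−3.73 ± 0.33, padj = 9.31e-06) and PARP14 (−2.21 ± 0.22, padj = 2.69e-05). ENTREP3, on 1q and at 0 in the mutant at D30, had fitted differences of −9.60 (padj = 6.73e-07) and −9.47 (padj = 1.29e-06) against D0 and D16, which depend on the prior count of the fit. Among the genes fixed by name, the effect differed for CEBPA by −0.99 (padj = 0.0143) between D0 and D30, and for CEBPE by 1.64 (padj = 0.0265), RUNX2 by 1.52 (padj = 0.0839) and GATA2 by 2.06 (padj = 1.55e-04) between D16 and D30. NUDT4, FAM117A, EIF2AK1 and LYPD1 overlap expressed genes on the opposite strand and are uncertain.

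Other splits of the libraries were counted against the real ones. With 10 splits of 6 libraries the share cannot fall under 0.1, so the splits are too few for a share under 0.05. The real split was matched only by itself (1 of 10) for the genes called at D0 (432 against a highest other of 1), at D16 (4135 against 1) and at D30 (2933 against 1), and for the WT changes from D0 to D16 (12840 against 1), D16 to D30 (11228 against 0) and D0 to D30 (13771 against 0). For lists called by camera, 2 splits gave as many at D0 (7 against 7), 1 at D16 (11 against 9) and 3 at D30 (11 against 11). Of the splits at D0 that part every pair of replicate numbers, the 3 others called at most 1 gene and 7 lists, against 1 and 5 for the 6 that part 1 pair, and at D16 1 and 9 against 0 and 8. For the interactions, genotype was reassigned in all ways that keep the pairs of D0 and D16. Between D0 and D16, 2 of 32 assignments gave as many genes (1281 against a highest other of 2200). The other of these swapped the labels of 1 whole day, which adds the 2 genotype effects, and with it in the count 32 assignments are too few for a share under 0.05. Chance assignment was excluded between D0 and D30 (3 of 80, 1834 against 2996) and between D16 and D30 (2 of 80, 3447 against 5281). There too the highest other was such a swap. Mixing the labels of a day removes its genotype effect, so reassignment tests labels given by chance and not whether the effects differ between days. Assignments that mix 1 day alone keep the effect of the other, up to 1096, 1957 and 2113 genes, and those that mix both days called at most 1, 5 and 1.

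At D30 the median of the interferon list was −3.11, against −1.79 for neutrophil and −0.95 for monocyte and macrophage genes. MSR1 and LTF of these lists fell about as far, so the medians cannot decide if fewer myeloid cells are the whole cause. The interferon list did not fall in the mutant: its median change from D16 to D30 was 1.08 there and 3.95 in WT, so a larger rise in WT made the difference. Also open are a signal in the WT cultures alone, such as interferon from a cell type or a culture event, and a lower response of mutant cells to the same signal. No table here separates these, and the mean log2 CPM of the list was alike in the 3 WT libraries (5.65 to 5.93).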

How the results depend on the processing

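No named gene with a call and no called list reversed the direction of its test in any setting tried, but the median of the D30 mast cell list was −0.03 without mutant 3. More genes were higher than lower at D16 over 18 libraries (2259 and 1990) and at D0 with the replicate block, and the near-even balance of the interactions with D16 changed side in some settings. Of the counts and overlaps, 203 of the alternatives stayed within 1.5 times the value reported and 51 did not. For named genes and lists 5058 kept their side of the threshold, 389 lost a call and 61 gained one. RLE scaling, scaling without abundant genes, DESeq2 and limma-voom moved no count of genes by over 1.5 times. With 1 library left out the counts were 116 to 393 at D0 (88 to 184 over 2-fold), 2450 to 5778 at D16 and 1452 to 2958 at D30. For the interactions, with 1 replicate number left out of all 6 groups, they were 90 to 854 between D0 and D16 (90 to 685 over 2-fold), 444 to 960 between D0 and D30 (431 to 696) and 1218 to 2627 between D16 and D30 (1081 to 1793). At an adjusted p under 0.05, 227 genes passed at D0, 1801 at D30, 661 (517 over 2-fold) for the first interaction and 1131 for the interaction between D0 and D30, with shared genes, higher and lower, of 25 and 24, 15 and 20 and 167 and 233 for D0 and D16, D0 and D30, and D16 and D30. With only the calls over 2-fold the shared genes were 11 and 11, 11 and 18 and 96 and 99. The stricter filter, which tests fewer genes, left 113 genes over 2-fold at D0 and 772 at D16. The fit over 18 libraries called 185 at D0 and 4892 at D30. With an estimated correlation camera called 2, 0 and 0 lists. Of the alternatives added after seeing the data, length offsets called 174 at D0 (115 over 2-fold), DESeq2 with lengths 465, 3317 and 2672 at D0, D16 and D30, and leaving out both D0 replicates 1 1250. The replicate block called 1718 at D0 and changed no other count by over 1.5 times. At D30, where the numbers do not pair the samples, it called 3189. The cause was not tested for the fit over 18 libraries, the length offsets or the block. The alternative on pseudocounts did not apply to counts. Depth was lowest in mutant replicate 3 of D30, with 4125125 counts, which limits the genes of low level tested at D30, and without it 2146 were called.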

Other observations

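The tests of copy number and of the region around PARN were chosen after their results were seen. Regulators of apoptosis moved in both directions. At D0 DIABLO (0.34 ± 0.08, padj = 0.0861, lost without any 1 library, without a count filter, over 18 libraries, with lengths (edgeR and DESeq2) and without 1q at 0.111 to 0.346) and BAX (0.42 ± 0.10, padj = 0.0925, lost without any 1 library but WT 3, over 18 libraries, with lengths (edgeR and DESeq2) and without 1q at 0.110 to 0.370) were higher. At D16 the survival gene MCL1 fell from 1407 ± 54.4 to 704 ± 107 CPM (−0.999 ± 0.15, padj = 0.00146, on 1q). BCL2A1 fell from 33.2 ± 7.53 to 12.05 ± 2.37 CPM (−1.46 ± 0.21, padj = 0.00117), and BCL2 fell from 70.3 ± 4.36 to 44.3 ± 6.38 CPM (−0.66 ± 0.14, padj = 0.00767). The proapoptotic BAK1 rose from 17.9 ± 0.687 to 28.3 ± 3.08 CPM (0.66 ± 0.14, padj = 0.00928). At D30 the proapoptotic BBC3 rose from 36.3 ± 11.7 to 170.4 ± 53.2 CPM (2.23 ± 0.30, padj = 0.00423). BAX rose from 55.8 ± 6.41 to 137 ± 29.1 CPM (1.29 ± 0.19, padj = 0.00554), and BMF (0.81 ± 0.16, padj = 0.0138) and HRK (1.16 ± 0.27, padj = 0.0287) were higher. CDK inhibitors encoded at one locus fell at D16. CDKN2A fell from 23.2 ± 3.15 to 8.76 ± 1.11 CPM (−1.40 ± 0.17, padj = 6.27e-04), and CDKN2B fell from 12.7 ± 3.96 to 3.77 ± 0.958 CPM (−1.74 ± 0.29, padj = 0.00244). Among p53 targets at D16, TIGAR (1.49 ± 0.27, padj = 0.00354), GDF15 (1.78 ± 0.36, padj = 0.00718) and FDXR (0.56 ± 0.14, padj = 0.0191) were higher and TP53INP1 (−0.89 ± 0.16, padj = 0.00379) lower.

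Of the remaining lists, genes whose call held in all but 2 or fewer settings follow. Among imprinted genes at D16, DLK1 rose from 28.2 ± 2.55 to 57.7 ± 5.67 CPM (1.03 ± 0.14, padj = 9.07e-04), a growth inhibitor of the Notch family. MEST (0.97 ± 0.27, padj = 0.0286, lost without WT 2 at 0.102 and without mutant 1 at 0.103) was higher and GRB10 (−0.57 ± 0.13, padj = 0.0136) lower. At D30 IGF2 rose from 50.7 ± 7.50 to 124 ± 51.1 CPM (1.30 ± 0.28, padj = 0.0216), a growth factor. NDN (2.25 ± 0.27, padj = 0.00300) and MEST (2.48 ± 0.43, padj = 0.00909) were higher. At D0 NNAT (0.61 ± 0.09, padj = 0.0147, lost without WT 2 at 0.106 and over 18 libraries at 0.588) was higher. Among stromal genes at D16, FN1 (1.36 ± 0.24, padj = 0.00364, with unstable counts) was higher and LUM (−1.57 ± 0.32, padj = 0.00642) lower. The endothelial genes VWF (−1.76 ± 0.29, padj = 0.00760) and KDR (1.72 ± 0.37, padj = 0.0214) were lower and higher at D30. Of lymphoid markers CD3D (2.27 ± 0.44, padj = 0.00549) was higher at D16 and IL7R (−1.26 ± 0.31, padj = 0.0307) lower at D30. The neural filament gene NES (1.17 ± 0.24, padj = 0.00735, on 1q) was higher at D16 and NES (−1.44 ± 0.37, padj = 0.0376, on 1q, lost without WT 2 at 0.124 and without mutant 2 at 0.101) lower at D30, and the mesodermal factor FOXF1 (4.50 ± 0.87, padj = 0.0135) was higher. In the snRNP list PRPF3 (0.65 ± 0.12, padj = 0.0128, on 1q) was higher at D30.

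In some lists the median, the mean and camera's direction differed in sign. At D0 the medians, means and directions were apoptosis regulators (0.00 and 0.05, up), endothelium (0.20 and −0.15, up), lymphoid (0.30 and 0.09, down), monocyte and macrophage (−0.04 and −0.04, up) and immediate early (0.04 and −0.08, up). At D16 they were mesoderm (0.29 and −0.08, up), miRNA processing and RNA tailing (0.03 and 0.00, down), apoptosis regulators (0.04 and −0.09, down), interferon-stimulated (−0.12 and 0.06, up) and imprinted (−0.05 and −0.01, up), and at D30 hematopoietic transcription factors (−0.02 and 0.25, up) and miRNA processing and RNA tailing (−0.03 and 0.06, down). None of these lists passed camera on that day. USB1 mRNA in WT was 67.0 CPM at D30 and 79.9 at D0 (log2 fold change −0.25). The value quoted from the study above lies in the other direction, but the study describes qRT-PCR for mRNA levels and CPM are shares of all counts, so the measures differ.

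The block of lower 1q genes in the mutant at D16 had a median of −0.49, outside the range of the other chromosome parts (−0.07 to 0.11). A bias with GC content or gene length was argued against, since the median stayed at −0.45 after a spline fit on both. A change in the mix of cell types was argued against too, since the median was −0.50 among 1q genes with level expression over the days in the mutant. A candidate explanation is a difference in copy number of the arm between the WT and mutant cells, in part or all of the cells, which would be consistent with the place of the arm outside the range of the other parts. The study describes the mutant hESCs as having a normal karyotype, no DNA measurement was analysed here, and whether WT cells gained the arm or mutant cells lost it was not tested.

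PARN was low in the 3 mutant libraries of D16 and in mutant replicate 1 of D0, and not in the other 2 mutant libraries of D0 or at D30 (22.6 to 34.0 CPM). Loss of the surrounding region was argued against, since the median log2 fold change of 13 genes within 1 Mb was 0.17. A D0 library from other cells was argued against, since 84.3% of the genes that set the other mutant libraries apart lay on the mutant side in it. A change of transcript form remains undecided, with the average transcript length −10.8% different in the low libraries, between the bounds set for and against it. A change of PARN in part of the mutant cultures may also account for the pattern, and was not tested.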
